# The metabolites NADP^+^ and NADPH are the targets of the circadian protein Nocturnin (Curled)

**DOI:** 10.1038/s41467-019-10125-z

**Published:** 2019-05-30

**Authors:** Michael A. Estrella, Jin Du, Li Chen, Sneha Rath, Eliza Prangley, Alisha Chitrakar, Tsutomu Aoki, Paul Schedl, Joshua Rabinowitz, Alexei Korennykh

**Keywords:** Structural biology, Cell biology, Biochemistry, Molecular biology

## Abstract

Nocturnin (NOCT) is a rhythmically expressed protein that regulates metabolism under the control of circadian clock. It has been proposed that NOCT deadenylates and regulates metabolic enzyme mRNAs. However, in contrast to other deadenylases, purified NOCT lacks the deadenylase activity. To identify the substrate of NOCT, we conducted a mass spectrometry screen and report that NOCT specifically and directly converts the dinucleotide NADP^+^ into NAD^+^ and NADPH into NADH. Further, we demonstrate that the *Drosophila* NOCT ortholog, Curled, has the same enzymatic activity. We obtained the 2.7 Å crystal structure of the human NOCT**•**NADPH complex, which revealed that NOCT recognizes the chemically unique ribose-phosphate backbone of the metabolite, placing the 2′-terminal phosphate productively for removal. We provide evidence for NOCT targeting to mitochondria and propose that NADP(H) regulation, which takes place at least in part in mitochondria, establishes the molecular link between circadian clock and metabolism.

## Abstract (web summary)

Nocturnin is a rhythmically expressed protein that regulates metabolism under the control of circadian clock proposed to function through the deadenylation of metabolic enzyme mRNAs. Here the authors show that Nocturnin and its fly homolog Curled catalyze the removal of 2′-phosphate from NADP^+^ and NADPH, providing a direct link to metabolic regulation.

## Introduction

The circadian clock adjusts metabolism and behavior of living organisms according to day and night periodicity^1,2^. A screen for circadian genes using *Xenopus laevis* retinas identified the ~50 kDa protein Nocturnin (NOCT), which exhibited a rhythmic expression that peaks at night (16 h Zeitgeber time, ZT16)^3,4^. The emergence of sequenced genomes revealed that NOCT is conserved from flies to humans^5–7^. It has been determined that the first description of the NOCT gene happened more than a hundred years ago during studies of *Drosophila melanogaster* (fruit fly) by Thomas Hunt Morgan. The fruit fly NOCT ortholog was called Curled (*cu*) due to a peculiar upward wing curvature in *cu* flies^5^. The *cu* mutant has become a widely used marker in fruit fly genetics and the curled phenotype has been linked to defects in metabolism^5^. In mice, NOCT mRNA undergoes a high-amplitude regulation by circadian clock, peaking by two orders of magnitude in the liver in the transition to evening (ZT12)^8^. NOCT^−/−^ mice exhibit altered lipid metabolism on a high-fat diet and do not develop fatty liver disease (hepatic steatosis) or obesity that occur in WT mice^6^. The NOCT^−/−^ mice have low sensitivity to insulin and glucose, and have altered nitric oxide signaling, indicating a deep integration of this circadian protein in mammalian metabolism^6,9–11^.

NOCT is a member of the exonuclease/endonuclease/phosphatase family of proteins which include PDE12, a mitochondrial deadenylase needed for maturation of mitochondrial tRNAs, and CNOT6L, the mammalian ortholog of the main cytosolic yeast deadenylase CCR4^12,13^. Crude NOCT preparations were reported to deadenylate mRNA in vitro, leading to the model that NOCT is a circadian deadenylase acting on mRNAs^4^. Regulation of insulin sensing, nitric oxide signaling, and lipid metabolism was therefore attributed to a globally altered stability of metabolic enzyme mRNAs^6,9,11^. As a growing body of literature linked the biological effects of NOCT to mRNA deadenylation, two reports described the lack of deadenylase activity in highly purified NOCT in vitro^7,14^. Under the same experimental conditions, PDE12 and CNOT6L were active and readily degraded poly-A RNA^7,14^.

To understand the lack of poly-A RNA cleavage by human NOCT, both groups determined the crystal structure of its catalytic domain. The structural studies could not explain the paradoxical inactivity of NOCT, revealing the same fold and the catalytic center as in PDE12 and CNOT6L^7,14^. It has been proposed that NOCT may require a protein partner perhaps for recruitment to mRNAs. Alternatively, it has been postulated that NOCT may have a substrate distinct from poly-A RNA. Here we confirm the second model and show direct cleavage of two chemically related metabolites by human NOCT and by its fruit fly ortholog, Curled.

## Results

### NADP^+^ and NADPH are the direct substrates of NOCT

Based on the absence of mRNA deadenylase activity in purified NOCT, and its known role in metabolism, we hypothesized that NOCT could cleave a metabolite. A previously reported candidate-based approach was unable to find the NOCT substrate^14^, therefore we used an unbiased screen based on metabolomics mass spectrometry. We extracted metabolites from a freshly obtained bovine liver, and independently, from human embryonic kidney HEK293T cells (Fig. 1a). We treated the metabolite extracts with the catalytic domain of recombinant human NOCT (Supplementary Fig. 1a). NOCT E195A, a point mutant disrupting magnesium coordination^7,^ and WT human deadenylase CNOT6L (residues 158–555) were used as negative controls. Liquid chromatography-mass spectrometry analysis (LC-MS) of the samples revealed that two related metabolites, NADP^+^ and NADPH were selectively depleted by WT NOCT (Fig. 1b; Supplementary Data 1). Their depletion coincided with enrichment in NAD^+^ and NADH (Supplementary Fig. 1b). These results were reproduced using pure commercially available NADP^+^ and NADPH: the addition of WT NOCT catalytic domain, but not the E195A mutant converted NADPH into NADH and NADP^+^ into NAD^+^ (Fig. 1c). Thus, NOCT uses NADP^+^ and NADPH as substrates and removes the terminal 2′-phosphate (Fig. 1d). To facilitate further analyses of the NADP(H) cleavage reaction, we substituted LC-MS with ion-exchange chromatography (IEC). Individual nicotinamide metabolites could be resolved by this technique and quantified by UV absorbance at 260 nm. The IEC assay showed a time-dependent quantitative conversion of both NADP^+^ and NADPH into NAD^+^ and NADH, respectively by full-length (FL) NOCT (Fig. 2a). The activity was uniquely present in NOCT, both full-length and catalytic domain, and absent in the control reactions with human deadenylases CNOT6L and PDE12 (Fig. 2b).

**Fig. 1:**
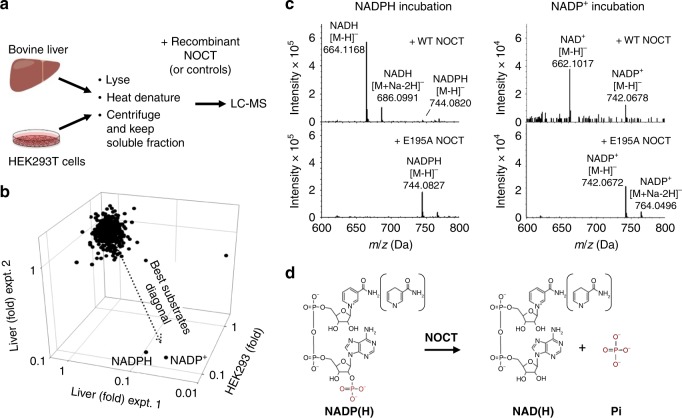
Metabolite profiling to identify NOCT substrate. **a** Metabolite extraction and treatment outline. Full-length human NOCT and the catalytic domain of NOCT (residues 122–431) were compared against full-length human NOCT E195A, NOCT (122–431) E195A mutant, or the catalytic domain of CNOT6L (158–555). Liver experiment 1 and HEK293 experiment used the catalytic domain of NOCT. Liver experiment 2 used GST-tagged full-length NOCT immobilized on glutathione beads. **b** Metabolite depletion in three independent experiments (Supplementary Data Set 1). Fold is defined as the ratio of LC-MS intensities for samples with WT NOCT vs average for samples with NOCT E195A and CNOT6L. **c** LC-MS/MS analysis of purified NADP^+^ and NADPH following incubation with WT or E195A human NOCT (122–431; 10 μM, 1 h at r.t.). **d** The identified reactions catalyzed by human NOCT

**Fig. 2:**
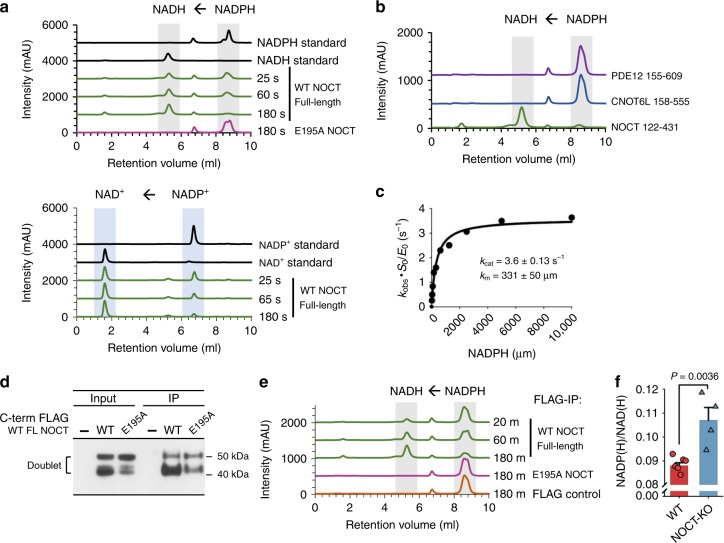
NADP(H) cleavage characterization. **a** Time course cleavage of pure NADPH (1 mM) and NADP^+^ (1 mM) by purified human full-length NOCT (0.5 μM) at 22 °C, monitored by ion-exchange chromatography (IEC). **b** 60-min NADPH incubation with the catalytic domains of PDE12, CNOT6L, and NOCT as in **a**. **c** Measurement of kinetic parameters for the catalytic domain of human NOCT (4.8 μM). **d** Western blot analysis of full-length human FLAG-NOCT (C-terminal tag) expressed in A549 cells for 18 h. **e** NADPH (1 mM) cleavage by FLAG-NOCT purified from human cells. **f** Nicotinamide metabolite composition in WT and NOCT^−/−^ cells (Supplementary Data 2). Six replicates from three WT samples are compared against four replicates from two independently generated NOCT^−/−^ clones. Error bars are standard error (S.E.). Source data are provided as a Source Data file

Using conditions of kinetic competition that are established by an equimolar mixture of NADP^+^ and NADPH, we determined that NOCT has a small preference for NADPH (Supplementary Fig. 2a). A titration experiment revealed that NOCT cleaves NADPH with *K*_m_ of approximately 170–300 μM and the first-order catalytic constant *k*_cat_ = 3.6 s^−1^ for the catalytic domain (Fig. 2c) and 34 s^−1^ for the full-length protein (Supplementary Fig. 2c). The *K*_m_ is comparable to that of other enzymes involved in NADP(H) metabolism. The *K*_m_ of NOCT is within 2-3-fold from that of the recently identified cytosolic NADP(H) phosphatase MESH1 (*K*_m_ = 0.11 mM)^15^. Further, the NOCT *K*_m_ is about 5–10-fold better than that for the kinases NADK and NADK2 that synthesize NADPH from NADH (1.7–3.6 mM)^16^. The phosphatase activity observed in NOCT purified from a bacterial expression system was reproduced with overexpressed full-length human NOCT purified from human cells (Fig. 2d, e; Supplementary Fig. 2b).

To probe regulation of cellular NADP(H) by NOCT, we generated NOCT-KO A549 human cell lines and purified metabolites to determine the NADP(H)/NAD(H) ratios. Faithful capture and quantitation of nicotinamide metabolites in subcellular organelles remain challenging, therefore we carried out whole-cell LC-MS. Analysis of the total cellular metabolites showed a modest, but significant whole-cell increase for NADP^+^ and NADPH in NOCT-KO cells, compared to the 2′-dephosphorylated NAD forms (Fig. 2f; Supplementary Data 2). This experiment may be underestimating the magnitude of 2′-phospho NAD changes inside individual organelles.

### NOCT is targeted to mitochondria

During expression of NOCT in human cells, we noticed that the protein migrated as two discrete bands, which is indicative of cellular processing (Fig. 2d). To understand this observation, we used bioinformatics and found that NOCT has a predicted mitochondrial targeting sequence^17^ (MTS, Fig. 3a). The same analysis can discern the presence of an MTS or lack thereof in known mitochondria-targeted proteins or cytosolic proteins, respectively. To test whether the MTS of human NOCT is functional, we generated the deletion mutant, ΔMTS-NOCT. This variant migrated as one band corresponding to the size of processed NOCT (Fig. 3b). Using subcellular fractionation, we detected NOCT with processed MTS predominantly in the mitochondrial fraction (Fig. 3c; Supplementary Fig. 3a). Unprocessed NOCT was present partially in mitochondria and partially in the nucleus (Fig. 3c; Supplementary Fig. 3a), localizing to the nucleus likely as a consequence of overexpression. Using confocal microscopy, we found that full-length NOCT was targeted distinctly to mitochondria, whereas ΔMTS-NOCT localized to the cytosol, as expected (Fig. 3d; Supplementary Fig. 3b).

**Fig. 3:**
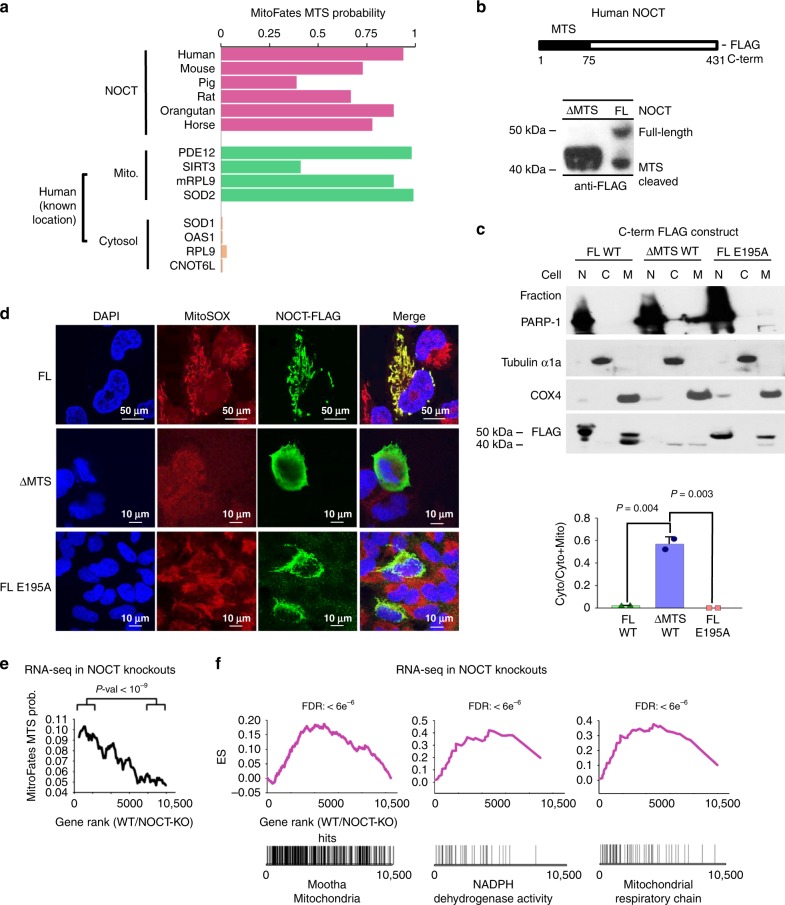
Evidence for NOCT mitochondrial localization. **a** MitoFates analysis of NOCT and reference human proteins. **b** Western blot for FLAG-NOCT, full-length vs ΔMTS. **c** Subcellular fractionation and western blot analysis of FLAG-NOCT, WT, ΔMTS, and E195A active site mutant. Error bars show S.E. from the data in **c** and Supplementary Fig. 3a, *P*-values here and throughout were determined by Welch’s two-tailed unpaired *t*-test. PARP-1, Tubulin, and COX4 mark the nucleus, the cytosol, and the mitochondria, respectively. **d** Confocal microscopy of NOCT variants in **c**. DAPI stains for nuclei, MitoSOX stains mitochondria. **e** Running average for MitoFates scores for ~10,500 mRNAs ordered according to gene expression levels in WT vs NOCT^−/−^ cells, measured by RNA-seq (data are provided in Supplementary Data 3). *P*-values for top 2000 vs bottom 2000 mRNAs. Error bars represent S.E. RNA-seq data represent four RNA-seq experiments: two in WT cells and two in independently derived NOCT-KO clones. **f** GSEA enrichment results for the genes with ≥50 reads, ranked according to WT/NOCT^−/−^ expression as in **e** (Supplementary Data 3). Source data are provided as a Source Data file

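Poly-A+ RNA was sequenced from 4 libraries of A549 cells, an epithelial line from a human lung carcinoma. WT 1 and WT 2 are WT cells, and clones 4 and 5, numbered as in the sample names, are single-cell NOCT-KO clones. The clones went through lentivirus, puromycin selection and limiting dilution. Whether the WT cells did is not stated in the sources used here, so WT against NOCT-KO also compares these steps. NOCT is listed in the count table under its older symbol CCRN4L and lies on chromosome 4 of hg19 from 139936935 to 139967093. Its transcript stood at 20.8 CPM (counts scaled to library size by TMM) in WT 1, 20.1 CPM in WT 2, 29.3 CPM in clone 4 and 15.6 CPM in clone 5. The log2 fold change of WT over NOCT-KO was -0.13 (standard error 0.30, adjusted p = 0.99 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each clone is a single library, so the tests by clone take their spread from the WT pair and do not measure variation between cultures of a clone. In the clone 4 library NOCT stood above the WT pair (log2 WT over clone 4 of -0.52, standard error 0.14, adjusted p = 0.0293 from edgeR). The clone 5 library did not pass the test against WT (log2 WT over clone 5 of 0.39, standard error 0.15, adjusted p = 0.208 from edgeR). Between the 2 clone libraries the log2 ratio of clone 4 over clone 5 was 0.91 (standard error 0.17, adjusted p = 0.00223 from edgeR). Lentiviral Cas9 changes the sequence of the gene and need not lower its transcript. A count over the whole gene does not show the edited sequence, so these values check neither the knockout nor the labels. The paper states that the clones were genotyped and that the mutation was also checked in the transcript.

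**Figure D1:**
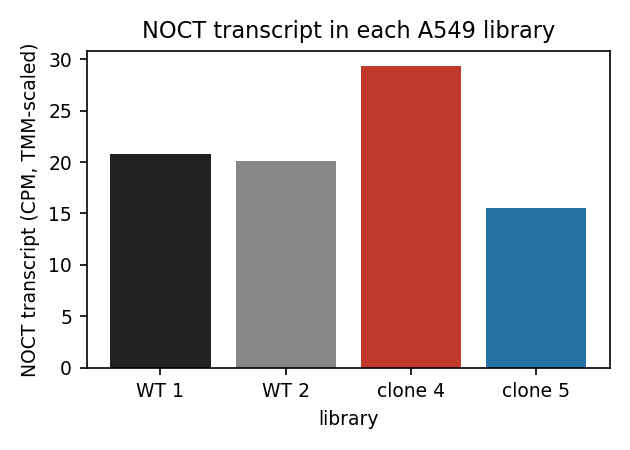
NOCT transcript in each A549 library, in CPM scaled by TMM (vertical axis, from 0), with 1 bar per library (horizontal axis) and no error bar because each bar is a single library. Clone 4 stands at 29.3 CPM and clone 5 at 15.6 CPM, on either side of the WT pair at 20.8 and 20.1 CPM.

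The deposited table holds raw counts for 23368 lines. Totals over genes were 41520262 in WT 1, 40938066 in WT 2, 36873556 in clone 4 and 41963070 in clone 5. The paper states mapping to hg19, and the submitters' processing notes name TopHat2 and HTSeq. The annotation, the strand setting and the versions are not given in the sources used here. In each library 99.1% to 99.2% of the nonzero counts were even numbers, so 2 counts may stand for 1 fragment. From these counts, 13143 genes passed edgeR's filter on low counts and were tested, WT against NOCT-KO and, in a fit with 3 groups, WT against each clone. Across 10049 genes with a mean of at least 5 CPM, the standard deviation of the log2 ratio was 0.18 between WT 1 and WT 2 and 0.54 between clones 4 and 5. The sources do not say whether the WT libraries came from separate cultures, so their spread may be technical.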

To probe the cellular effects of NOCT, we analyzed gene expression differences in WT vs NOCT-KO human cells by RNA-seq (Supplementary Data 3). Compared to NOCT-KO cells, WT cells had increased levels of mRNAs encoding proteins with high-confidence mitochondrial localization based on MTS motifs^17^ and MitoCarta 2 scores^18^ (Fig. 3e; Supplementary Fig. 3c). 

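Messenger RNAs of the respiratory chain and of the mitochondrial ribosome were slightly higher in WT than in NOCT-KO cells. Of the 93 nuclear genes listed for complexes I to V, 78 had a positive log2 fold change of WT over NOCT-KO and 15 a negative one. Their median was 0.12, a ratio of 1.09 (adjusted p = 0.000115 from limma's camera at a preset correlation of 0.01). With an estimated correlation, camera gave the respiratory chain an adjusted p of 0.531, and 0 of the 30 lists tested passed, against 11 at the preset correlation. That variant rests on the 2 residual degrees of freedom of the fit, so hardly any list can pass. The correlation was estimated at 0.0925 for the respiratory chain, 0.114 for complex I and 0.0606 for the mitochondrial ribosome, above the preset 0.01. The p-values at the preset correlation rest on that lower value. For liver-type genes, whose estimated correlation was -0.021, the unadjusted camera p went from 9.05e-07 to 0.0321. A failure there does not decide for or against a list. Taken apart, complex I (51 genes) had a camera adjusted p of 0.00188 and complexes II to V (42 genes) of 0.00251. NDUFA4, a subunit of cytochrome c oxidase first assigned to complex I and kept here in that list, had a log2 fold change of 0.34 (standard error 0.09). NDUFB1 and NDUFB6, subunits of complex I, had 0.65 (standard error 0.18) and 0.34 (standard error 0.11). COX5A of cytochrome c oxidase had 0.27 (standard error 0.11). UQCRC2 of the cytochrome bc1 complex had 0.30 (standard error 0.14) and lies on chromosome 16, whose genes were lower in clone 4 as a group. None of these genes passed the test alone (adjusted p = 0.971 from edgeR for each). UQCRC2 had 0.13 without clone 4 and 0.47 without clone 5 (adjusted p = 0.0188 from edgeR), and NDUFA4 passed without clone 5 (0.36, adjusted p = 0.047 from edgeR). Without WT 1, NDUFB1 had 0.42 and COX5A 0.18.
Of 78 genes for proteins of the mitochondrial ribosome, 66 were higher and 12 lower in WT (median log2 fold change 0.12, camera adjusted p = 0.00166). Among them were MRPL44 at 0.24 (standard error 0.10) and MRPS21 at 0.33 (standard error 0.13), the latter at 0.22 without clone 4. The median of this list was 0.078 for WT over clone 4, 0.13 for WT over clone 5 and 0.035 for WT 1 over WT 2. The TCA cycle (median 0.014 over 19 genes, camera adjusted p = 0.708) and protein import and chaperones (0.0066 over 47 genes, 0.667) did not pass camera. Neither did fatty acid oxidation (0.054 over 20 genes, 0.707) or the upkeep of mitochondrial DNA and RNA (0.019 over 28 genes, 0.745). Mitochondrial tRNA synthetases and translation factors (0.063 over 28 genes, 0.426), dynamics and cristae (0.070 over 27 genes, 0.439) and iron-sulfur cluster, coenzyme Q and cofactor genes (0.050 over 48 genes, 0.0986) also missed the threshold.
All 10 mitochondrial lists joined held 388 tested genes, 282 higher and 106 lower in WT. Their median log2 fold change was 0.076, a ratio of 1.05 (camera adjusted p = 0.00263). By clone the median was 0.050 for WT over clone 4 and 0.080 for WT over clone 5. At an adjusted p under 0.05 from edgeR, 0 of the 388 genes passed over all genes tested and 0 adjusted over the list alone, with 7 at an unadjusted p under 0.05. The limma test fry also passed 0 of the 30 lists. Both WT libraries stood above both clones for 26.5% of the joined genes and 17.9% of all genes, where chance gives 16.7%. For the respiratory chain the median log2 ratio of WT 1 over WT 2 was 0.094. The median WT over clone 5 was 0.16 (camera adjusted p = 0.000272) and the median WT over clone 4 was 0.079 (camera adjusted p = 0.23). Between the clone libraries the median log2 ratio of clone 4 over clone 5 was 0.041. With 1 library per clone, no test here decides whether the clones differ for this list.

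**Figure D2:**
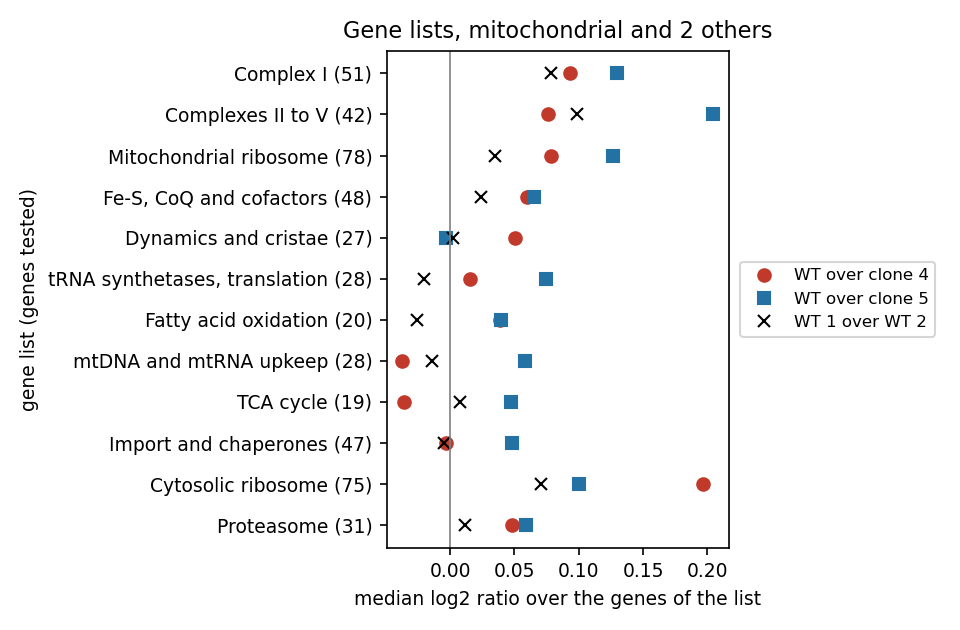
Median log2 ratio (horizontal axis) over the tested genes of each list (vertical axis, number of genes in parentheses): 10 mitochondrial lists, the cytosolic ribosome and the proteasome. Circles give WT over clone 4, squares WT over clone 5 and crosses WT 1 over WT 2; for complexes II to V the cross lies at 0.098, between 0.076 for clone 4 and 0.20 for clone 5.

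In the order the paper uses, 10474 genes with at least 100 counts in every library were ranked by the ratio of summed WT to summed NOCT-KO counts. The top 2000 held 126 of the listed mitochondrial genes and the bottom 2000 held 17. The odds ratio was 7.84 (95% interval 4.68 to 13.9, two-sided Fisher's exact test across genes, p = 2.04e-22), and genes are not independent replicates. The respiratory chain had 42 genes in the top 2000 and 0 in the bottom 2000 (Fisher's exact test, p = 3.66e-13). The first 500 ranks held 3.4% listed mitochondrial genes and ranks 501 to 1000 held 7.2%. Rankings of other splits of the libraries, chosen after seeing the data, gave odds ratios closer to 1, and their side depends only on which libraries are written first. WT 1 against WT 2 put 103 of the listed genes in the top and 56 in the bottom (odds ratio 1.88, 95% interval 1.34 to 2.68). Clone 4 against clone 5 put 70 and 35 there (2.04, 1.33 to 3.16). WT 1 with clone 4 against WT 2 with clone 5 gave 2.22 (1.53 to 3.26). WT 1 with clone 5 against WT 2 with clone 4 gave 1.44 (95% interval 0.951 to 2.20, which holds 1). Fisher's test across genes thus also separates splits that do not contrast genotype.

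**Figure D3:**
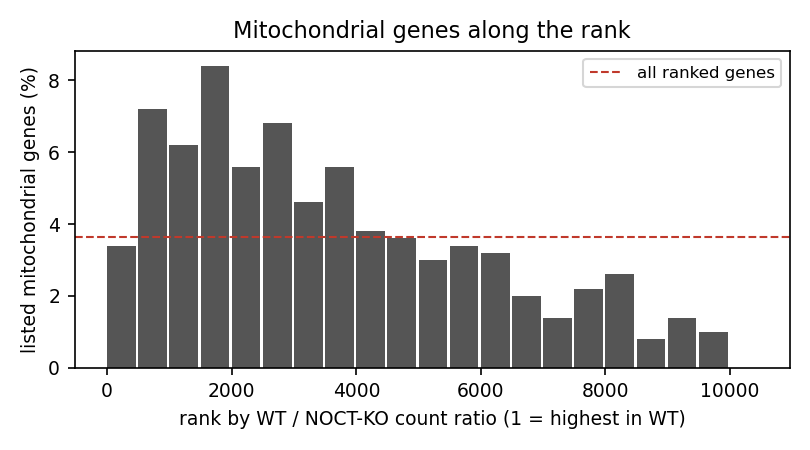
Percent of genes that are on the mitochondrial lists (vertical axis) in successive bins of 500 ranks by the WT over NOCT-KO count ratio (horizontal axis, rank 1 highest in WT); the last bin holds 474 genes and none of the listed ones. The dashed line is the percent over all ranked genes; the highest bin, ranks 1501 to 2000, reaches 8.4%.

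Without clone 5 the top and bottom counts were 68 and 22 (odds ratio 3.16). Camera then no longer passed for the joined lists (median 0.042, adjusted p = 0.356) or the respiratory chain (0.072, adjusted p = 0.224). Without WT 1 it also missed the threshold for both (0.056 and 0.065, adjusted p = 0.0648 each). The paper scores the mRNAs by MitoFates and MitoCarta 2 along the WT over NOCT-KO order (Fig. 3e). From these scores it states that WT cells had more mRNA for mitochondrial proteins. It also ran GSEA on gene sets along that order (Fig. 3f). The gene lists used here were tested in the same libraries, so they are no independent check of that statement.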

In agreement with these data, multiple hypotheses testing analysis in GSEA^19^ found gene set enrichments with false discovery rates (FDR) < 0.001 for mRNAs encoding proteins involved in mitochondrial organization and mitochondrial processes (Fig. 3f and Supplementary Fig. 3d). 

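Preranked enrichment on the log2 ratio of WT to NOCT-KO counts placed the respiratory chain and the mitochondrial ribosome toward the WT end. Over genes with at least 50 counts in every library, the respiratory chain (91 genes) had a normalized enrichment score of 1.87 (adjusted p = 3.27e-06 from fgsea). Complex I (50 genes) had 1.70 (adjusted p = 0.00286), complexes II to V (41 genes) 1.82 (adjusted p = 0.000681) and the mitochondrial ribosome (78 genes) 1.67 (adjusted p = 0.00144). Genes of mitochondrial dynamics and cristae (26 genes) had 1.58 (adjusted p = 0.0318). Iron-sulfur cluster, coenzyme Q and cofactor genes (47 genes) had 1.45 (adjusted p = 0.0688) and tRNA synthetases and translation factors (28 genes) 1.46 (adjusted p = 0.08). Protein import and chaperones had an adjusted p of 0.525, the TCA cycle 0.659, fatty acid oxidation 0.502 and the upkeep of mitochondrial DNA and RNA 0.49. The joined mitochondrial lists (384 genes) reached 1.69 (adjusted p = 2.39e-09).
Outside mitochondria, the cytosolic ribosome (73 genes), which makes the proteins of the cytosol and of most organelles, reached 1.85 (adjusted p = 5.39e-05). Its median log2 fold change of WT over NOCT-KO was 0.14, with 66 of 75 tested genes higher in WT (camera adjusted p = 3.7e-07, and 0.531 with an estimated correlation). The median was 0.20 for WT over clone 4, 0.10 for WT over clone 5 and 0.071 for WT 1 over WT 2. RPLP1 had 0.34 (standard error 0.09), RPL6 0.48 (standard error 0.14) and RPL10 0.39 (standard error 0.13). RPL6 had 0.28 without WT 1, and RPLP1 passed without clone 4 (0.41, adjusted p = 0.0303 from edgeR). These values may be uncertain, since ribosomal protein genes have many near-identical pseudogenes, and the effect of reads shared with them was not tested. Mesenchymal and matrix genes (16 genes) had the highest score of the 30 lists, 2.15 (adjusted p = 3.27e-06), liver-type genes (15 genes) had 1.93 (adjusted p = 0.000621) and cholesterol and fatty acid synthesis (33 genes) 1.57 (adjusted p = 0.03). The first 2 of these lists were written after the head of the paper's fold table had been seen. The mesenchymal and matrix genes had a median log2 ratio of 0.71 for WT over clone 4 (camera adjusted p = 4.17e-13) and 0.037 for WT over clone 5 (camera adjusted p = 0.544). For liver-type genes these medians were 0.18 (camera adjusted p = 0.23) and 0.43 (camera adjusted p = 7.95e-20).
The enrichment p-values come from permuting genes and do not measure the spread between libraries. A ranking of WT 1 over WT 2, centred on its median and chosen after seeing the data, gave 1.96 for the respiratory chain, 1.45 for the joined mitochondrial lists and 1.70 for the cytosolic ribosome. With the same centring, WT over NOCT-KO gave 2.11 for the joined lists. For the respiratory chain and the cytosolic ribosome no centred score of WT over NOCT-KO is given. The 1.96 and 1.70 of the WT pair can therefore not be set against the uncentred 1.87 and 1.85. Without clone 5 the joined lists had 1.19 and no longer passed (adjusted p = 0.244 from fgsea).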

Considering that NOCT cleaves NADP(H) rather than mRNAs, the upregulation of multiple mRNAs in the presence of NOCT is no longer surprising and can be explained by a response to NADP(H) modulation. Together, these RNA-seq results and the presence of an MTS in NOCT point to an important mitochondrial function of NOCT.

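UGT1A1, which conjugates bilirubin, BAAT, which conjugates bile acids, and the extracellular matrix genes TGFBI and COL1A1 were higher in both WT libraries than in both NOCT-KO clones. The calcium-binding protein S100P and the receptor EGFR were lower. UGT1A1 (chromosome 2 of hg19, 234668916 to 234681946), whose counts may be shared with the overlapping UGT1A genes, had 13.7 ± 0.44 CPM (SD, n = 2) in WT and 3.15 ± 0.65 CPM (SD, n = 2) in NOCT-KO cells. Its log2 fold change was 2.12 (standard error 0.22, adjusted p = 0.555 from edgeR's quasi-likelihood test). S100P (chromosome 4, 6695605 to 6698897) had 20.2 ± 0.064 CPM (SD, n = 2) in WT and 56.3 ± 3.1 CPM (SD, n = 2) in NOCT-KO cells. Its log2 fold change was -1.48 (standard error 0.11, adjusted p = 0.304 from edgeR, the smallest of that comparison). Log2 fold changes were 2.49 for BAAT, 0.81 for TGFBI, 1.15 for COL1A1, 0.72 for PMEPA1, 1.08 for ANXA10 and 0.62 for the TGF-beta receptor TGFBR1. They were -0.58 for EGFR, -0.74 for the apoptosis inhibitor BIRC3 and -0.76 for PNMA2. PLXNA2 had -1.60 and lies on chromosome 1 beyond 200 Mb, where genes were higher in clone 4 as a group.
In WT against NOCT-KO, 0 of 13143 genes passed an adjusted p of 0.05 in edgeR, with 553 at an unadjusted p under 0.05 where chance gives 657. The test limma-voom also passed 0, and DESeq2's Wald test passed 42, 18 higher and 24 lower in WT. Among those 42 were S100P (adjusted p = 1.06e-20 from DESeq2), UGT1A1 (adjusted p = 9.39e-11 from DESeq2), PMEPA1, ANXA10, TGFBI, COL1A1, TGFBR1, PNMA2, PLXNA2, BIRC3 and EGFR, but not BAAT. The 15 genes named for each direction had the smallest p among genes whose libraries did not overlap between the groups, and all passed against each clone in the fit with 3 groups. Since they were picked on the same libraries, these calls are not independent evidence.
Enzymes that make, reduce or dephosphorylate NADP(H) had medians of opposite sign in the 2 clones. The median was 0.13 for WT over clone 4 and -0.071 for WT over clone 5. Between the clone libraries the median log2 ratio of clone 4 over clone 5 was -0.26. With 1 library per clone, no test here decides whether the clones differ for this list. Over both clones, of 22 tested genes, 11 were higher and 11 lower in WT (median log2 fold change 0.0025, mean -0.015, camera adjusted p = 0.846). In edgeR 0 of them passed over all genes, 0 passed adjusted over the list alone and 0 had an unadjusted p under 0.05. The NAD kinases NADK and NADK2, the latter listed as NADKD1, had log2 fold changes of 0.0057 (standard error 0.11) and 0.10 (standard error 0.10). HDDC3, which encodes the NADPH phosphatase MESH1, had -0.24 (standard error 0.26). The NADP-dependent dehydrogenases IDH1 and IDH2 had 0.28 and 0.41. The sign turned for NADK without WT 1 (-0.061) or without clone 4 (-0.033), and for HDDC3 without clone 5 (0.0064). Genes of NAD synthesis and use had 13 of 20 higher in WT (median 0.040, camera adjusted p = 0.557). QPRT, on chromosome 16, had 0.53, NAMPT -0.24 and the mitochondrial deacetylase SIRT3 0.22. Without clone 4 NADK2 had 0.018, IDH1 0.16, QPRT 0.33 and SIRT3 0.071. Without clone 5 they had 0.18, 0.40, 0.75 and 0.39, of which IDH1 (adjusted p = 0.023 from edgeR) and QPRT (adjusted p = 0.00523 from edgeR) passed.
Against the WT pair, clone 4 had 1502 genes past the threshold (791 higher and 711 lower in WT) and clone 5 had 461 (227 higher and 234 lower in WT). Between clones 4 and 5, 1723 genes passed. In both clones, 45 genes were higher and 40 lower in WT, while 75 were raised in clone 4 and lowered in clone 5, and 44 the reverse. Independent lists of these sizes would share 13.7, 12.7, 12.3 and 14.1 genes in that order. In 20 simulations of unchanged clones against the same WT libraries at most 1 was shared in each. Those clones held no changed genes, so few could be shared. Neither figure covers clones that changed separately but share the WT pair. A1CF, an RNA-binding cofactor of APOB mRNA editing, stood at 237 and 230 CPM in the WT libraries, 1.11 CPM in clone 4 and 260 CPM in clone 5. The fibrinogen gene FGA stood at 19.3 and 24.8 CPM in the WT libraries, 188 CPM in clone 4 and 0.625 CPM in clone 5.

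**Figure D4:**
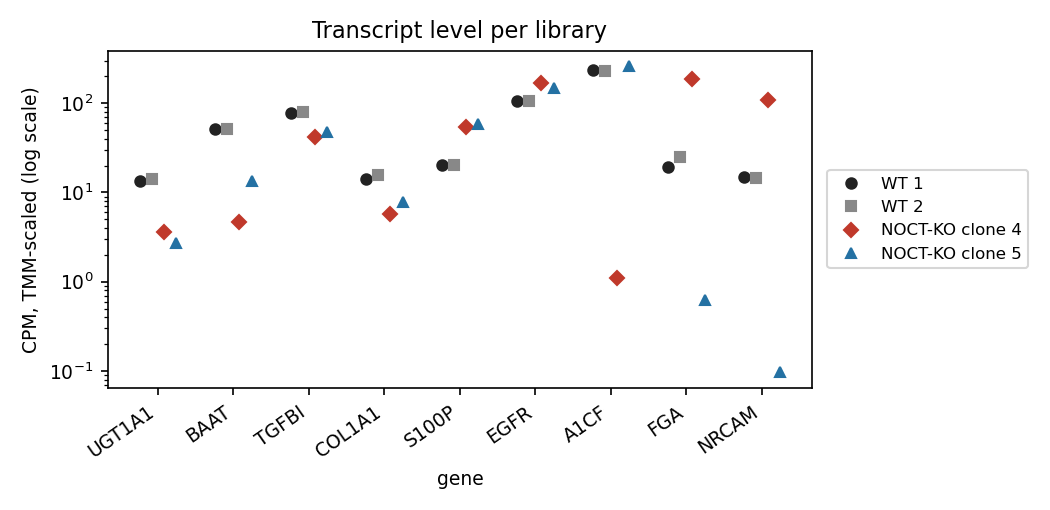
Transcript level per library (vertical axis, CPM scaled by TMM, log scale) of 9 genes (horizontal axis), 1 point per library: WT 1 circles, WT 2 squares, clone 4 diamonds and clone 5 triangles. For S100P the clones lie at 54.1 and 58.5 CPM; for NRCAM clone 4 lies at 110 CPM and clone 5 at 0.0962 CPM, on either side of the WT pair.

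Without clone 4 the WT against NOCT-KO test passed 363 genes, and without clone 5 it passed 1184.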

### Structure of the complex between human NOCT and NADPH

To understand precisely how NOCT recognizes NADPH, we obtained co-crystals by using calcium instead of magnesium to inhibit the activity of WT NOCT (Supplementary Fig. 4a) and to stabilize the NOCT**•**NADPH complex. We determined the 2.7 Å crystal structure of the NOCT**•**NADPH complex (Supplementary Table 1; Supplementary Fig. 4b) and found the metabolite bound in a deep pocket comprised of residues that are conserved in the NOCT family^7^ (Fig. 4a, b; Supplementary Fig. 4c, d). NOCT forms few contacts with the nucleobases. The nicotinamide group does not pack strongly against any NOCT residues and has weak electron density. The adenine is sandwiched between two arginines (R290 and R367) via cation-pi interactions. The density for the adenine is relatively weak, indicating that these interactions are relatively dynamic (Fig. 4c; Supplementary Fig. 4d). In contrast, the ribose-5′-PP-5′-ribose-2′-P backbone of NADPH forms multiple stable contacts and has better electron density. The recognition of the sugar-phosphate backbone appears to be incompatible with other cellular ligands, including ATP, RNAs, mRNA 5′-cap (which has ribose-5′-PPP-5′-ribose linkage, and 3′-P rather than 2′-P at the scissile position), and NAD^+^-capped mRNAs^20^ containing 3′-P rather than 2′-P at the scissile position.

**Fig. 4:**
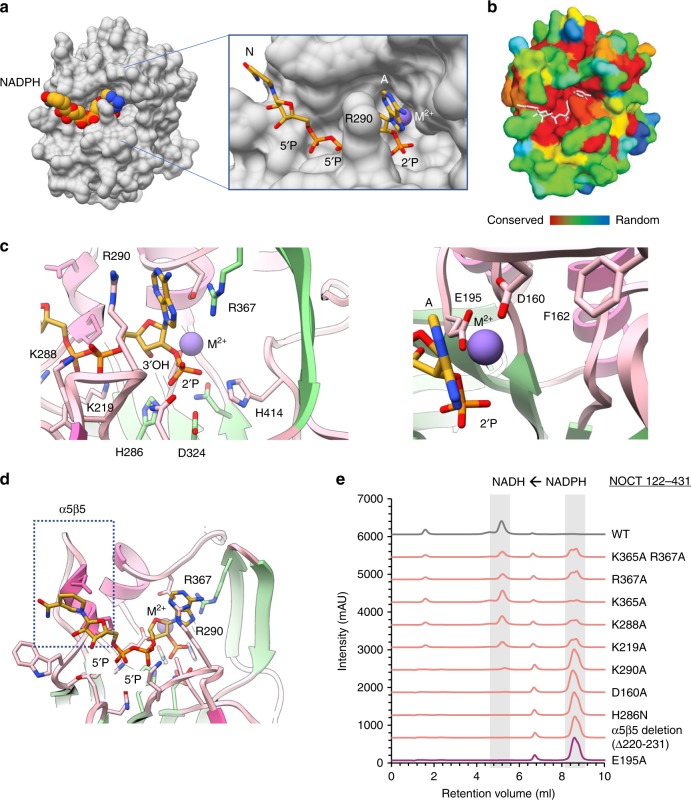
Structure of human NOCT•NADPH•Ca^2+^ complex. **a** Surface representation of the complex with NADPH bound to the active site pocket. **b** NOCT conservation from 351 non-degenerate sequences mapped onto the NOCT structure. Color scale shows a range from invariable (red) to random (blue). **c** NADPH position and the divalent metal ion coordination in the catalytic center. **d** NADPH position relative to the α5β5 motif. **e** NADPH cleavage by NOCT mutants designed to disrupt the enzymatic activity. NOCT catalytic domain (500 nM) and NADPH (0.5 mM) were used. Reactions were conducted at 22 °C for 60 min

The 2′-P of NADPH is placed in a chemically ideal position for dephosphorylation (Fig. 4c). The chemical step for the ribose-phosphate hydrolysis should be the same as in the related mRNA deadenylases PDE12 and CNOT6L, and the DNA repair enzyme TDP2 due to superimposition of their magnesium-coordinating catalytic centers^7,13,21^. For TDP2, which has been crystallized with DNA, the scissile 5′-phosphate and the catalytic Mg^2+^ ion were positioned with confidence in the active site aided by the size of the DNA substrate. Superimposition of our NOCT**•**Ca^2+^**•**NADPH structure with this TDP2**•**Mg^2+^**•**DNA complex shows identical metal ion and phosphate placements, indicates that the phosphatase activity of NOCT and the phosphodiesterase activity of TDP2 indeed involve the same chemistry (Supplementary Fig. 4e, f). In NOCT, the phosphate coordinates with the catalytic metal ion, which is positioned to stabilize the leaving group (ribose oxygen). The 3′-hydroxyl is buried inside the active site and away from the metal ion. The orientation of the ribose near the catalytic metal ion places the 2′ ribose position rather than the 3′ ribose position for chemical attack. This can explain the inability of NOCT to cleave RNA. The catalytic water molecule that serves as the incoming nucleophile must be activated by ASP324 (Fig. 4d), which is the only residue with pK_a_ near neutrality next to the nucleophile position. The mode of NADPH recognition by NOCT is unique and bears little resemblance with the only other professional NADP(H) phosphatase described to date, MESH1 (PDB ID 5VXA)^15^. In MESH1 nucleobases rather than the sugar-phosphate backbone form the majority of protein-substrate contacts, whereas the catalytic metal ion Zn^2+^ is placed to activate the nucleophilic water molecule rather than the leaving 2′-O group of the ribose.

Bioinformatics analysis has shown that the helix α5 linked to the strand β5 (α5β5 motif) is a conserved structural feature of NOCT that is not conserved in homologous mRNA deadenylases^7^ (Fig. 4d). In the NOCT**•**NADPH complex, the α5β5 motif packs closely with the nicotinamide-bearing sugar. Superimposing structures illustrates that neither CNOT6L nor PDE12 has the α5β5 motif in the position for binding NADPH (Supplementary Fig. S4G). Additionally, the mRNA deadenylases contain a tryptophan instead of an alanine present in NOCT (Supplementary Fig. 4h), which creates a steric clash with the diphosphate-sugar backbone of NADPH and further distinguishes NOCT from mRNA deadenylases. We mutated a number of NOCT active site residues proximal to NADPH, as well as deleted the α5β5 motif and determined that all of these mutations are detrimental to the NADPH 2′-dephosphorylation activity (Fig. 4e).

### *Drosophila Melanogaster* Curled cleaves NADP^+^ and NADPH

Conservation analysis shows that the NADPH-binding pocket is conserved between human NOCT and Curled, suggesting that our findings with human NOCT may extend to the fly ortholog (Fig. 5a). To test this prediction, we cloned and purified the full-length *Drosophila melanogaster* protein (Supplementary Fig. 5a) and tested its RNase and 2′-phosphatase activities. We determined that Curled lacks deadenylase activity when tested using radiolabeled poly-A RNA. Neither WT Curled nor Curled E140A active site mutant cleaved poly-A, whereas the control deadenylases CNOT6L and PDE12 degraded the RNA substrate within minutes (Fig. 5b). In contrast, Curled readily cleaved NADPH (Fig. 5c; Supplementary Fig. 5b). This catalytic activity was blocked by the active site point mutant E140A, which mimics the E195A mutation in human NOCT. Further extending the similarity with human NOCT, Curled cleaved both NADP^+^ and NADPH, exhibiting a preference for NADPH (Supplementary Fig. 5c). Full-length Curled shows ~2-fold preference for NADPH (Supplementary Fig. 5c), which is comparable to the 6-fold preference observed with full-length NOCT (Supplementary Fig. 2a). For NADP^+^ the specific cleavage activity of Curled and NOCT are the same, whereas for NADPH NOCT is ~3–4-fold more active.

**Fig. 5:**
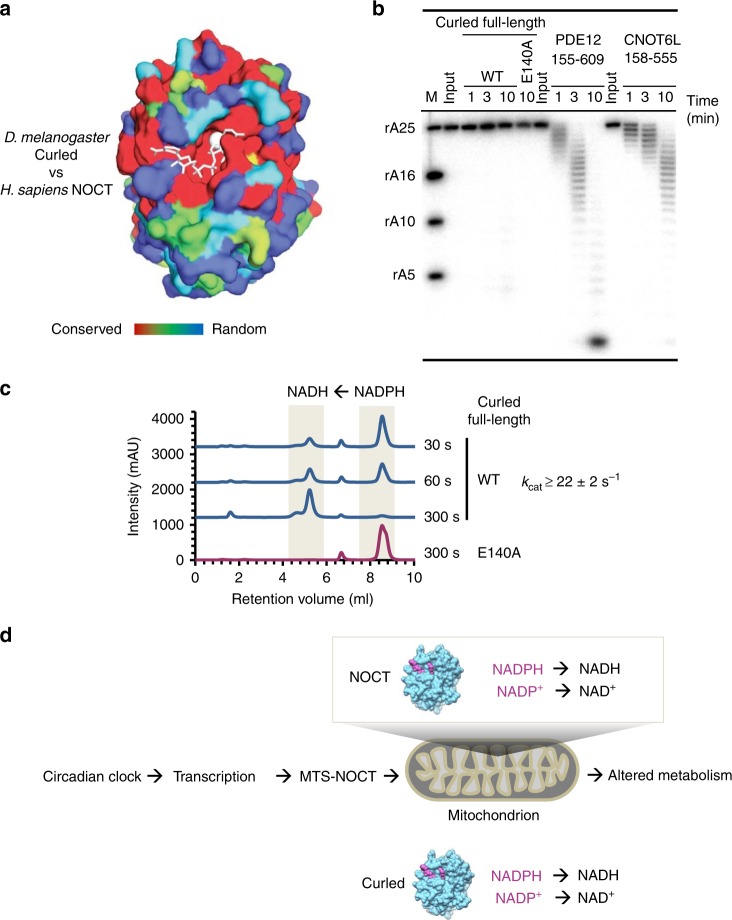
Biochemical characterization of Curled. **a** Structure of human NOCT colored by sequence conservation between fruit fly and human proteins. Color scale shows a range from invariable (red) to random (blue). **b** ^32^P-poly-A RNA cleavage assays using *D. melanogaster* Curled, Curled E140A active site mutant, and human deadenylases CNOT6L and PDE12 (2 μM each). Faint bands at 10 min in WT Curled arise from a minor contaminating endonuclease. The E140A mutant corresponds to the E195A mutation in human NOCT (Figs. 2a and 4e). **c** IEC trace for cleavage of NADPH (1 mM) by Curled from *Drosophila Melanogaster* (500 nM). The catalytic constant was calculated as *k*_obs_**•**S_0_/E_0_ from (**c**) and Supplementary Fig. 5b. This value represents the lower estimate for *k*_cat_. **d** The proposed model for NOCT integration in the circadian system based on the results of our work. Source data are provided as a Source Data file

## Discussion

We identified NADP^+^ and NADPH as the substrates of the circadian enzyme, Nocturnin. Although the involvement of NOCT in metabolism has been widely recognized, it had not been expected that this enzyme directly regulates the central cofactors in anabolic and catabolic reactions, NADP^+^ and NADPH (substrates), and NAD^+^ and NADH (products); NOCT does not degrade NADP(H), but converts it into a coupled  molecule NAD(H) essential for energy metabolism^22^. Enzymes that use NADPH are key to mitochondrial oxidation of unsaturated lipids and oxidative stress management^23^, as well as regulation of body weight and insulin sensing^24,25^, which represent the major phenotypes reported for NOCT. Previously, the physiological effects of NOCT have been attributed to metabolic mRNA deadenylation^11^. Our work shifts the focus to the direct target, NADP(H), and thereby establishes  the grounds for re-interpretation and mechanistic understanding of the functions of this enzyme in metabolism and circadian clock output. For example, the sharp peak in NOCT expression when mice wake up (mice are nocturnal and ZT12 corresponds to awakening) must be understood from the point of NADP(H)/NAD(H) regulation. One physiological function of NOCT could be to maximize available NAD(H) for energy generation in a search for food, using elevated blood sugar that animals have at the time of awakening^26^.

The demonstration that Curled cleaves NADPH reveals the molecular target of the mutant *cu*, which has been used for more than a century in fruit fly genetics. This result bridges a 103-year gap in knowledge and in addition verifies that NADP(H) 2′-dephosphorylation is a conserved activity in the NOCT family. Of note, in 1923, Lenore Ward described a dominant mutation, Curly, which caused upward wing curvature analogous to that seen in Curled. It has been established recently that the Curly gene is not related to Curled and encodes an NADPH oxidase that generates reactive oxygen species (ROS)^27^. Therefore, both genes linked to the curled wing phenotype, Curled and Curly, share the same NADPH substrate, suggesting that they may regulate the same or overlapping pathways controlling wing morphology, and that these activities could depend on ROS signaling.

Human NOCT is encoded by a single isoform with an MTS, which can target the enzyme to mitochondria. At least some of the biological functions of human NOCT, therefore, involve cleavage of mitochondrial NADP(H) (Fig. 5d). The MTS is present in the NOCT gene of higher animals, but in *Drosophila melanogaster* only two of the six isoforms are predicted to have an MTS. These observations suggest that Curled and perhaps also NOCT may have functions inside and outside of mitochondria. In conclusion, we propose that NOCT/Curled convert NADP^+^ to NAD^+^ and NADPH to NADH to regulate metabolism and in the case of NOCT, to synchronize metabolism with the biological clock.

Presently, NOCT has Enzyme Commission (EC) classification 3.1.13.4: poly(A)-specific 3′-exoribonuclease^28^. We show that NOCT does not position the 3′ hydroxyl productively in the active site and that instead NOCT is an NADP(H) 2′-phosphatase, providing an activity that, unexpectedly, does not match any current EC class. At the moment there is only one additional example of a dedicated NADP(H) 2′-phosphatase, MESH1, described in a preprint publication^15^. NOCT has a unique structure and NADPH binding mode, compared to MESH1. Moreover, the association with the circadian clock and fly phenotypes highlights the importance of the NADP(H) phosphatase reaction. Therefore, we call for the creation of an EC entry to describe this enzyme class.

## Methods

### Cloning

The coding region of full-length human Nocturnin (residues 1–431) was amplified by PCR from an in-house cDNA library using poly I:C transfected A549 human lung epithelial cells (obtained from Prof. Susan Weiss, UPenn) to upregulate NOCT expression. The *Drosophila melanogaster* Curled cDNA (splicing form H) was cloned by RT-PCR from the RNA pool of wild-type fly embryos. Seven micrograms of total RNA from Oregon-R embryo was reverse-transcribed by using the primer cu-02 (Supplementary Table 2) followed by the PCR reaction with forward (XhoI-cu-03) and reverse (NotI-cu-06) primers. The single band of PCR product was purified from agarose gel and then subcloned into pCRII vector (Invitrogen). The cDNA clone did not include any base changes that cause amino-acid alteration from Curled protein sequences in the FlyBase (https://flybase.org). The PCR products were cloned into pGEX-6P bacterial expression vector (GE Healthcare Life Sciences). Deletion and point mutants were generated by one-primer site-directed mutagenesis as previously described^7^. The constructs for human PDE12 155–609 and CNOT6L 158–555 were also previously described^7^. For mammalian expression, full-length NOCT, ΔMTS-NOCT (75–431), and full-length NOCT-E195A were subcloned into pcDNA^TM^4/TO vector (Life Technologies). All constructs used in this study were verified by DNA sequencing.

### Protein purification

pGEX-6P vectors encoding recombinant proteins were transformed into *Escherichia coli* BL21 (DE3)-CodonPlus RIPL (Agilent Technologies) and grown to an OD600 of 0.4 in Luria-Bertani medium at 37 °C followed by induction with 0.2 mM isopropyl-β-D-thiogalactopyranoside (IPTG) and overnight expression at 22 °C. The cells were pelleted at 4600 × *g* for 20 min, resuspended in lysis buffer (20 mM HEPES pH 7.4, 1 M KCl, 2 mM MgCl_2_, 1 mM EDTA, 10% (vol/vol) glycerol, 5 mM DTT, and Roche complete protease inhibitor), and lysed on EmulsiFlex C3 (Avestin).

Crude lysates were clarified by centrifugation at 35,000 × *g* for 30 min, at 4 °C. Clarified lysates were affinity-purified using glutathione Sepharose (GE Healthcare Life Sciences). The GST tag was removed with Prescission protease (GE Healthcare Life Sciences). NOCT 122–431, PDE12 155–609, CNOT6L 158–555 and Curled 1–419 variants were similarly purified. Full-length NOCT was further purified by MonoQ, then by MonoS ion-exchange chromatography, and lastly, by Superdex S200 size-exclusion chromatography. NOCT constructs were purified using MonoS, MonoQ, and Superdex 200 size-exclusion chromatography. For PDE12, CNOT6L and Curled only size-exclusion chromatography was used. Size-exclusion buffer contained 20 mM HEPES (pH7.4), 350 mM KCl, 1 mM EDTA, 10% (vol/vol) glycerol, and 5 mM DTT. All proteins were purified to ≥95% purity. Concentrations were determined by UV 280 spectrophotometry, using protein sequence for calculating extinction coefficients.

### Metabolite extraction and LC-MS

Cow liver (purchased fresh from Cherry Grove Farm, Lawrenceville, NJ, USA) was homogenized using Retsch Cyromill and the homogenate (~0.8 g) was resuspended in 600 μl sterile water. For HEK293T cells, nine 10 cm dishes containing confluent cells were washed with 2 ml of cold phosphate-buffered saline (PBS). Cells (~0.4 grams) were scraped off and spun down at 100 × *g* for 5 min in 1.5 ml tube. The supernatant was discarded and the cells were resuspended in 300 μl sterile water. From this point forward liver and HEK293T cells were treated similarly.

The suspensions were sonicated on ice on Branson Sonifier S-450 with 20 pulses (Duty Cycle: 30%, Output: 4). The lysates were heated to 95 °C for 10 min then centrifuged at 22,000 × *g* for 10 min (4 °C). The cleared lysates were used to set up separate reactions with soluble NOCT, E195A NOCT, CNOT6L, and blank in a total volume of 135 μl (liver) or 90 μl (HEK293T). For bead-immobilized full-length NOCT, 100 μl of bed volume was used per reaction. Each reaction tube was supplemented with 10 μM proteins (f/c) (except blank and bead samples), 0.5 mM MgCl_2_, and incubated for 19 h at 22 °C. The obtained samples were analyzed by LC-MS, which detected ~17,000 unique compounds. LC-MS measurements were performed with a quadrupole Orbitrap mass spectrometer (Q Exactive Plus, Thermo Fisher Scientific), operating in negative ion mode, and coupled to hydrophilic interaction chromatography via electrospray ionization. The scan range was *m/z* 73–1000.

### Chromatographic NADP(H) 2′-dephosphorylation assays

Analyses of NADP(H) cleavage were carried out at 22 °C using 1000 μM NADP(H) (Roche) and 0.5 μM Nocturnin, unless otherwise noted. Reactions contained 20 mM Tris·HCl (pH 8.0), 70 mM NaCl, and 2 mM MgCl_2_. The reactions were stopped at indicated times by quick heating to 95 °C. Samples were injected onto a Mono-Q column on AKTA fast performance liquid chromatography instrument (GE Healthcare Life Sciences) and eluted in 20 mM Tris·HCl (pH 8.0) with 0→2 M NaCl gradient. Standards for NAD^+^, NADH, NADP^+^, and NADPH were from Roche. Peak areas were used to quantify metabolite abundances and determine cleavage kinetics.

### Radiolabeled RNA cleavage

RNA oligonucleotides were purchased from Integrated DNA Technologies. 2 pmol of nucleic acid were 5′ radiolabeled with T4 polynucleotide kinase (New England BioLabs) and γ-32P ATP (Perkin Elmer) in 1 × T4 polynucleotide kinase buffer for 30 min at 37 °C. The substrates were resolved on a denaturing polyacrylamide gel, visualized by autoradiography, excised from gel, and placed in a 0.3-mL solution of 0.3 M sodium acetate overnight at 4 °C followed by ethanol precipitation and resuspension in sterile water.

Kinetics analyses with radiolabeled nucleic acid substrates were carried out at 22 °C using the concentrations of 2 nM nucleic acid and 2 μM enzyme. Reactions contained 5 mM HEPES pH 7.5, 70 mM KCl, 2 mM MgCl_2_, 5% (vol/vol) glycerol, 1 mM DTT, 150 μM Spermidine, and 0.02% NP-40. The reactions were stopped at indicated times with the addition of quencher dye (90% formamide, 2.5% glycerol, 0.01% SDS, 0.01% bromophenol blue, 0.01% xylene cyanol, 1 mM EDTA) and heated for 10 min at 95 °C. The samples were then run on 20% polyacrylamide denaturing gels and visualized by phosphorimaging.

### Immuno-precipitation of human FLAG-NOCT from A549 cells

Human A549 cells grown in 10 cm dishes were transfected with 8 μg pcDNA^TM^4/TO plasmids expressing either full-length WT or E195A human NOCT, with a C-terminal FLAG tag. Transfections were carried out using Lipofectamine 2000 (Invitrogen) per manufacturer′s instructions, for 18 h. Cells were washed once, scraped in cold PBS, transferred to 1.5 ml Eppendorf tubes and pelleted at 500 × *g* for 5 min (at 4 °C). The cell pellets were resuspended in lysis buffer (10 mM HEPES pH 7.5, 10 mM NaCl, 2 mM EDTA and 0.5% Triton X-100), supplemented with complete protease inhibitor cocktail (Roche), RNase inhibitor, then constantly rotated at 4 °C for 10 min. Cell lysates were centrifuged at 1000 × *g* for 10 min at 4 °C to pellet nuclei. Supernatants were incubated with anti-FLAG M2 magnetic meads (Sigma; the list of antibodies used in the work is provided in Supplementary Table 3), which were pre-equilibrated with lysis buffer. After incubating beads with cell lysates at 4 °C for two hours, beads were washed three times for 2 min in ice-cold wash buffer (10 mM HEPES pH 7.5, 150 mM NaCl, 0.5% Triton X-100). Lastly, beads were washed and resuspended in reaction buffer (20 mM Tris·HCl pH 8.0, 70 mM NaCl and 2 mM MgCl_2_), and immediately used for assays. Beads incubated with naïve A549 cells lysates served as a control for non-specific interactions.

### Microscopy

A549 cells were seeded on a chamber slide (Lab-Tek) in RPMI-1640 medium (Sigma) supplemented with 10% FBS at 37 °C. Cells were transfected using Lipofectamine 2000 (Invitrogen) with pcDNA^TM^4/TO plasmids (Life Technologies) encoding either WT full-length human NOCT, E195A full-length human NOCT or ΔMTS human NOCT. Twenty four hours after transfection, cells were briefly washed with serum-free RPMI-1640 and stained with 5 μM MitoSOX™ Red (Invitrogen, Lot #1985406) at 37 °C for 10 min. Cells were washed again with PBS, fixed with 4% paraformaldehyde in PBS at room temperature (15 min), permeabilized with 0.1% TX-100 in PBS (10 min), then blocked with 20% goat serum in PBS (20 min). Mouse anti-FLAG (1:500, M2 Sigma) was used as a primary antibody and AlexaFluor 488 goat anti-mouse (1:500, Life Technologies, Lot #1613346) was used as a secondary antibody. Cells were further stained with DAPI (1:1000, Thermo Scientific, Lot #PJ1919631) and images were taken with Nikon Instruments A1 Confocal Laser Microscope. Nikon Elements software was used to prepare the images.

### Subcellular fractionations and western blots

The fractionation protocol was adapted from Jean Beltran et al.^29^. Three 15 cm dishes with A549 cells were transfected using Lipofectamine 2000 (Invitrogen) with plasmids expressing human NOCT (WT, E195A or ΔMTS). Cells were harvested 24 h post-transfection pelleted at 4 °C and resuspended in lysis buffer (10 mM HEPES (pH 7.4), 10 mM NaCl, 2.5 mM MgCl_2_). The lysates were supplemented with complete protease inhibitor cocktail (Roche) and placed on a rotator for 10 min. Resuspended cells were further disrupted with 20 strokes on a dunce homogenizer. Lysate were centrifuged at 700 × *g* for 10 min to pellet nuclei, which were kept for further processing. The supernatant was centrifuged at 20,000 × *g* for 30 min to pellet organelles, including mitochondria. The resulting supernatant, containing the cytosolic fraction, was kept for further processing.

The organelle pellet was resuspended in 0.25 M sucrose, 6 mM EDTA, 120 mM HEPES pH 7.4, and top-loaded in a discontinuous density gradient established by iodixanol (Sigma OptiPrep^TM^) at 0, 10, 15, 20, 25, and 30%. The tubes were centrifuged at 130,000 × *g* for three hours using an SW 60-Ti rotor (Beckman). Fractions from the 15 and 20% layers were diluted with PBS then centrifuged at 20,000 × *g* for 30 min to pellet the mitochondria. The nuclear pellet and the mitochondrial pellet were resuspended in Tris-buffered saline and lysed by sonication. Total protein concentration in each fraction was determined by Bradford assay. Equal OD_595_ units were loaded and separated by 10% BisTris PAGE (NuPAGE). The gels were transferred to PVDF membranes (Life Technologies), followed by 15 min of blocking with 5% milk. The membranes were incubated with 1:1000 mouse anti-human PARP-1 antibody (Santa Cruz Biotech), 1:1000 mouse anti-human COX4 antibody (Santa Cruz Biotech), 1:1000 mouse anti-human α1a Tubulin antibody (Santa Cruz Biotech), or 1:1000 mouse anti FLAG (Sigma) primary antibody at 4 °C, overnight. The membranes were washed with Tris-buffered saline-Tween buffer and incubated with horseradish peroxidase-conjugated with anti-mouse secondary antibody (1:10,000, Jackson ImmunoResearch) for 30 min. The membranes were washed again and visualized using X-ray film and enhanced chemiluminescence western blotting detection reagents (GE Healthcare Life Sciences).

### Construction of A459 NOCT-KO cells

The oligonucleotide sequences used for the generation of small guide RNAs (sgRNA) are shown in Supplementary Table 2. A pair of forward and reverse oligonucleotides for the generation of each sgRNA (synthesized by IDT) was annealed and inserted into plasmid vectors pLenti-CRISPRv2 (a gift Prof. Alex Ploss, Princeton University), between BsmBI restriction sites. For lentivirus production, HEK293T cells were plated into six-well plates to achieve 50–60% confluency in 24 h. On the next day, cells were transfected with 1.5 μg pLenti-CRIPSRv2 (with sgRNA), 1.33 μg pCMVdR8.91, and 0.17 μg of pMD2.G (a gift from Prof. Jared Toettcher, Princeton University), using FuGENE HD Transfection reagent (Promega) (9 μL in 150 μL of OptiMEM per well). Lentivirus-containing medium was collected after 48 h. Following collection, the medium was passed through 0.45 μm filter. Polybrene 5 μg/mL (f/c) and HEPES (pH 7.5; 100 mM f/c) were then added.

A549 cells at 40% confluency were infected with 100 μl of lentivirus-containing media in six-well plates. The media was changed 24 h post-infection, and puromycin (2 μg/ml f/c) was added three days post-infection. After four days of selection, surviving cells were cloned by limited dilution. Single-cell clones were selected for further amplification and genotyping and, independently, transcript-level mutation confirmation.

### RNA-seq

Poly-A^+^ RNA-seq samples from human A549 cell line were generated, sequenced and mapped to hg19 human genome assembly as previously described^30,31^.

### GSEA analysis

Gene set enrichment analysis was conducted in GSEA (Broad Institute) as previously described^31^. The output enrichment curves for highly significant terms are shown. False discovery rate (FDR) provides a statistically weighted significance corrected for background and computed via multiple hypotheses testing routine. GSEA FDR ≤0.25 is significant. All enriched terms shown on our figures and related to mitochondria have FDR <10^−6^.

### NOCT•NADPH co-crystallization

Crystallization drops contained 12 mg/ml of NOCT 122–431, 2 mM CaCl_2_, and 100 mM NADPH (Roche). Calcium was selected instead of magnesium to stabilize the metabolite. Our experiments determined that NOCT is inactive in the presence of Zn^2+^ and Ca^2+^ presumably due imperfect transition state formed due to a slight size mismatch of these ions. Co-crystals were grown using the hanging drop vapor diffusion method by mixing the crystallization complex 1:1 with reservoir solution (100 mM HEPES pH 7.5, 10% (v/v) Isopropanol, 50 mM sodium acetate, and 12% (w/v) PEG 4000). Crystals were cryoprotected using 100 mM HEPES pH 7.5, 10% isopropanol, 50 mM sodium acetate, 12% (w/v) PEG 4000, 100 mM NADPH, 2 mM CaCl_2_, and 25% (v/v) glycerol, then frozen in liquid nitrogen.

### X-ray data collection and structure determination

X-ray diffraction data were collected at the AMX (17-ID-1) beam line at the Brookhaven National Laboratories (NSLS-II). Data were collected at a wavelength of 0.97 Å and processed with XDS and then STARANISO to correct for diffraction anisotropy. Co-crystals contained a single NOCT copy per asymmetric unit and belonged to the tetragonal P4_1_2_1_2 space group. The structure was solved by molecular replacement in PHASER, using the human apo NOCT structure (PDB ID 6MAL) as the search model. Structure of the complex was built in COOT and refined using simulated annealing (5000 K, then 2000 K for final stages) using PHENIX.

### X-ray structure visualization and analysis

Structure images were generated using PyMol (DeLano Scientific built) and UCSF Chimera^32^. Sequence conservation and 3D conservation mapping was conducted using SEQMOL-Kd (BiochemLabSolutions.com).

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Source Data

## Data Availability

RNA-seq data have been submitted to GEO database under ID GSE123477. Mass spectrometry data were deposited to Peptide Atlas under accession ID PASS01369. Structure and the diffraction data have been submitted to PDB database under ID 6NF0. The source data underlying Figs. 1b, 2f, 3e, f and Supplementary Fig. 3C–D are provided as Supplementary Data 1–3. Source data for Figs. 2c, d, f, 3b, c, 5b, c and Supplementary Figs. 2a, c and 5a, c are provided as Source Data.

# Supplementary material for: The metabolites NADP+ and NADPH are the targets of the circadian protein Nocturnin (Curled)
**Source:** Nat Commun. 2019 May 30;10:2367. doi: 10.1038/s41467-019-10125-z
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☒	☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☒	☐ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection LC-MS, RNA-seq and X-ray data collection used standard procedures as described in methods.

Data analysis All data analysis steps and programs were standard, published before and are described in methods.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data and accession codes are provided with the manuscript, in PDB database and in GEO database.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences   ☐ Behavioural & social sciences   ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Number of replicates was selected to ensure that variations are small compared to the reported effects. Our central findings are all-or-nothing (i.e. obtaining the structure, observing NADPH cleavage by WT but not mutant NOCT, and WT but not mutant Curled), which renders the key findings independent of technical variability.<br><br>For LC-MS, three independent biological tests identified NADP ⁺ /NADPH and deemed an adequate screen outcome. These results were confirmed by a highly redundant set of follow-up direct biochemistry tests and structural biology. NADP(H) cleavage was reproduced multiple times for both NOCT and Curled. Microscopy and fractionation gave the same results on different days.
Data exclusions	1. LC-MS: Fold ratios in Figure 1B were obtained after removing metabolites that have $\geq 20,000$ counts in WT NOCT sample (true substrates should be completely depleted) and metabolites that have $\leq 10,000$ counts in the input (i.e. these metabolites are not present in all controls).<br>2. Structure solving: standard data exclusion steps were used during X-ray data analysis, such as test set selection (5%), selection of the resolution cutoff. Table S1 provides statistics to assess the final data and the model quality.
Replication	LC-MS, RNA-seq, microscopy, fractionation, NADPH cleavage reactions and RNA cleavage by Curled were replicated and reproducible. We provide n, S.E. and P-values where appropriate.
Randomization	Not involved
Blinding	Not involved

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology
☒	☐ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	The antibody information is provided in Table S3
Validation	All antibodies were standard from commercial vendors. Correct gel migration of several overexpressed FLAG-tagged proteins was used to validate the key FLAG antibody.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	Prof. Susan Weiss's laboratory at UPenn as specified in methods
Authentication	Yes. Done by ATCC.
Mycoplasma contamination	Tested by Susan Weiss laboratory (the cell provider as specified in Methods), tests were negative
Commonly misidentified lines (See ICLAC register)	Name any commonly misidentified cell lines used in the study and provide a rationale for their use.

# Supplementary material for: The metabolites NADP+ and NADPH are the targets of the circadian protein Nocturnin (Curled)
**Source:** Nat Commun. 2019 May 30;10:2367. doi: 10.1038/s41467-019-10125-z
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Mass spectrometry metabolite screening data from bovine liver and HEK293 cells. Fold ratios (Fig. 1B) were obtained after removing metabolites that have $\geq 20,000$ counts in WT NOCT sample (i.e. true substrates must be strongly depleted). Metabolites with $\leq 10,000$ counts in the input (10,000 counts is the background) were removed to examine only robustly detected compounds found in all controls.

File Name: Supplementary Data 2

Description: Mass spectrometry metabolite data obtained in human A549 WT cells and two independent clones of NOCT^{-/-} cells.

File Name: Supplementary Data 3

Description: Poly-A⁺ RNA-seq read counts from A549 WT cells and two independent clones of NOCT^{-/-} cells.

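Supplementary Data 3 sets read counts of the 4 A549 libraries beside a separate block of genes ordered by a fold of WT over NOCT-KO expression. The copy used here holds its first 1999 lines and leaves out 21368 more. Its folds run from 5.86339 down to 1.18414, so no overlap or enrichment was run on it. For the 1894 folds whose gene symbol stands in the deposited count table, the summed WT counts divided by the summed NOCT-KO counts matched the listed fold within 0.00015. The fold therefore carries no scaling for library size. The other 105 symbols are not in the count table under that spelling. Over all ranked genes the median of this ratio was 1.07, so a gene at the median has a fold above 1. BAAT heads the paper's list at a fold of 5.86339, and the deposited counts give the same ratio. With TMM scaling in edgeR its fold was 5.61 (standard error 0.48 on the log2 scale, adjusted p = 0.971 from edgeR). UGT1A1, CD24, LINC00410 and LUM follow, with folds of 4.35, 2.96, 2.61 and 2.40 after scaling. Single clones decide some of the ratios of unscaled counts. Without clone 4 these unscaled ratios were 3.81 for BAAT, 1.91 for CD24 and 7.14 for LINC00410, and without clone 5 they were 12.8, 7.92 and 1.85. For LUM the unscaled ratio was 3.99 without clone 5 and 1.86 without clone 4.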

How the deposited data were processed for this re-analysis (not part of the article)

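Poly-A+ RNA from A549 cells was sequenced on a HiSeq 2000 in 4 libraries, 2 of WT cells and 2 of single-cell NOCT-KO clones. The authors deposited 1 table of raw counts per gene, not normalized; the paper states mapping to hg19, and the submitters' processing notes name TopHat2 and HTSeq without versions. The gene annotation, the strand setting, the library kit and any filter on reads are not given in the sources used here, so overlapping and antisense genes may share counts. Of 23368 lines, 28 carry a date in place of a gene symbol, as a spreadsheet makes of some symbols; they hold 0.274% of the counts and were left out of library sizes, ranks and tests; with them 10492 lines had at least 100 counts in every library, and without them 10474. Symbols were matched to the GENCODE annotation lifted to hg19 as given (19556) or through an older symbol (1907), and 1877 were not matched. Gene list members were looked up under their current symbols too, a step added after the table was opened, with list membership left as written. No gene of the mitochondrial genome is among the lines used here. The columns for the 4 libraries were all used, and 0 columns were left aside.

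Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Genes were kept by edgeR's filter (a minimum count of 10 and a minimum total of 15 at its defaults), scaled by TMM and tested by the quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. WT was tested against NOCT-KO over all 4 libraries with 2 residual degrees of freedom. Each clone was tested against WT, and the clones against each other, in a fit with 3 groups and 1 residual degree of freedom. This assumes that the lone library of a clone varies like the WT pair. The biological coefficient of variation was 19.7% with 2 groups and 8.33% with 3 groups. Fold changes are WT over NOCT-KO on the log2 scale, and CPM are TMM-scaled. The chi-square per gene of halved counts was 14 between WT 1 and WT 2, so these are not 1 set of reads listed in 2 columns.

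Gene lists for the cell line and the knockout, the tests, and the rule for the genes named were written before the data were examined. The mitochondrial lists were chosen for the paper's own claim, made on these same libraries, so their tests are not independent of that claim. The lists of liver-type genes and of mesenchymal and matrix genes were written after the head of Supplementary Data 3 had been seen, and so were not independent of it. Lists were tested by camera on edgeR's fit at a preset inter-gene correlation of 0.01, adjusted over 30 lists, with an estimated correlation and fry as alternatives. With an estimated correlation camera rests on the residual degrees of freedom, 2 or, in the fit with 3 groups, 1. Hardly any list can pass it, so a failure there decides nothing. The named genes are NOCT and the genes the paper names; the 15 genes in each direction with the smallest p whose CPM do not overlap between the groups, at a mean of at least 5 CPM, since none passed the threshold; the 4 members of each list with the smallest p; the 10 largest changes between clones 4 and 5 past the threshold at the same mean; and the 5 highest folds of Supplementary Data 3 with A1CF, whose values had been seen. The text gives a part of these genes, picked among them after their values were seen. The rank is by summed WT over summed NOCT-KO counts, which matches the fold of Supplementary Data 3. That table names a cutoff of at least 100 reads and the legend of Fig. 3f one of at least 50, for the top and bottom 2000 and for preranked enrichment here; applying each to every library is a choice made here. The MitoFates and MitoCarta 2 scores of the paper were not tested, because the copy used here holds only the top of the sorted table.

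Depth ranged from 36873556 to 41963070 counts per library. In data simulated with 200 changed genes, edgeR recovered 3.03% of genes changed by 0.5 on the log2 scale, 58.2% of those changed by 1 and 97% of those changed by 2 for WT against NOCT-KO (12972 genes), and 59.1%, 95.5% and 100% for WT against clone 4 (13025 genes). Over 8 such draws, 15.2% of calls for WT against NOCT-KO and 7.24% for WT against clone 4 were false when each gene kept its own spread, above the nominal level; with the spread from the trend over genes these were 2.75% and 4.24%. Calls in the clone comparisons may therefore hold more false ones than the threshold states. Alternatives covered the scaling, the filter, halved counts, the test, the set test, the rank and each library left out; trends on transcript length, GC content and level, chromosome regions and the centring of the rank were added after the data were seen. All experiments of the paper other than RNA-seq were not analysed here.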

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

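The tests of technical explanations, the chromosome regions and the correlations between clones in this part were chosen after the patterns had been seen, while the tests of genes and lists between clones were planned; the liver-type and the mesenchymal and matrix lists were written after part of the paper's fold table had been seen. In clone 4, genes of chromosome 16 were lower than in WT (median log2 clone 4 over WT of -0.41 over 412 genes, 97.3% of genes lower), while in clone 5 the median was 0.15; on chromosome 1 beyond 200 Mb the bins of 20 Mb had medians of 0.46, 0.32 and 0.34 in clone 4 and -0.030, -0.063 and -0.085 in clone 5. Camera by clone decides nothing here, since each clone is 1 library and an estimated correlation leaves 1 residual degree of freedom. The tables argue against GC content, transcript length and expression level as the whole cause, since removing their trends left -0.41 for chromosome 16 and 0.35 for chromosome 1 beyond 200 Mb, and chromosomes 17, 19 and 22, as rich in GC, had a median of 0.031. A candidate explanation is a change in copy number in clone 4: at least 92.6% of genes were lower in every bin of chromosome 16, and bin medians of chromosome 1 up to 180 Mb stayed within 0.076 of 0. No DNA was measured, and this would not account for the smaller rise of chromosome 16 in clone 5, for which no explanation was tested.

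The joined mitochondrial lists and the respiratory chain were slightly higher in WT than in NOCT-KO cells by camera, while 7 of the 10 single lists did not pass. Removing the trends on length, GC content and level left medians of 0.065 for the joined lists and 0.085 for the respiratory chain. Their 95% intervals, 0.046 to 0.076 and 0.073 to 0.126, come from resampling genes and do not measure the spread between libraries. Leaving out chromosome 16 left 0.071 and 0.12. In these libraries neither the trends nor chromosome 16 was the whole cause. The spread between libraries of one group stays open. Camera had an adjusted p of 0.531 with an estimated correlation, but hardly any list can pass that test at 2 residual degrees of freedom. The respiratory chain differed by 0.094 between WT 1 and WT 2. With 2 libraries per group, an effect of the NOCT knockout and this spread cannot be told apart. The NOCT-KO cells went through lentivirus, puromycin selection and cloning, and the sources used here do not say whether the WT cells did. By this design, such steps and differences between single-cell clones unrelated to NOCT cannot be told apart from the knockout either.

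Fold changes of the 2 clones against WT were negatively correlated across genes, which are not independent replicates. Over 10049 genes the correlation was -0.11 and the covariance -0.0136. Simulated unchanged clones sharing the WT libraries gave a covariance of 0.00761. Their correlation of 0.33 is no reference, since they held no changes of their own and so varied less. The observed correlation was -0.086 without the regions of chromosomes 16 and 1 (95% interval -0.156 to -0.010, from resampling genes). It was -0.14 with the trends on GC content, length and level removed. The sign thus stayed negative with the regions or the trends removed alone. They were not removed together, and the interval treats genes as independent, so their part in the sign stays open. Without the 500 genes farthest from WT the correlation was 0.064 (95% interval 0.044 to 0.086); as they were picked by their change, and no value for unchanged clones was computed without them, this tests no explanation and does not show that the clones otherwise moved alike. No biological explanation was tested, since the design gives 1 library per clone.

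The largest differences between the clones among genes with a mean of at least 5 CPM were in these genes, each past edgeR's threshold for that contrast. FGB had 0 counts in clone 5 and was at least 1120-fold higher in clone 4, and SIDT1 had 0 counts in clone 4 and was at least 339-fold higher in clone 5, against a floor of 3 counts in the library at 0. Log2 ratios of clone 4 over clone 5 were 10.11 for NRCAM, 8.69 for SVEP1, 8.23 for FGA and 7.42 for DIO2. They were -7.87 for A1CF, -6.51 for MST4, -6.45 for KRT81 and -6.15 for RGL1. NOCT itself differed by 0.91. Median log2 ratios of clone 4 over clone 5 were -0.48 for the ATF4 stress genes, -0.67 for mesenchymal and matrix genes and -0.26 for NADP(H) enzymes. These lists were flagged by camera, which takes its spread from the WT pair. With 1 library per clone it cannot decide whether the clones differ.

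Outside the mitochondrial lists, 5 lists passed camera with a median shift beyond that between WT 1 and WT 2. These were the cytosolic ribosome (median log2 WT over NOCT-KO of 0.14, adjusted p = 3.7e-07), cholesterol and fatty acid synthesis (0.13, 0.000115), liver-type metabolism (0.14, 1.36e-05), mesenchymal and matrix genes (0.14, 5.12e-05) and p53 targets (-0.11, 0.021). None passed with an estimated correlation (0.531 each), where hardly any list can pass. The mesenchymal and matrix genes had a median of 0.71 for WT over clone 4 and 0.037 for WT over clone 5, so their shift came from clone 4. The liver-type genes had 0.43 for WT over clone 5 (adjusted p = 7.95e-20 from camera) and 0.18 for WT over clone 4 (adjusted p = 0.23). The p53 targets had a median of 0.051 for WT over clone 4 (adjusted p = 0.827 from camera) and -0.14 for WT over clone 5 (adjusted p = 0.000987), so their median turned in clone 4.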

How the results depend on the processing

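Trends on length, GC content and level, chromosome regions, centring of the rank and leaving out libraries for the other lists were chosen after seeing the data; the other alternatives were set beforehand. No paired analysis was possible because the WT and NOCT-KO libraries share no replicate number. For WT against NOCT-KO, edgeR passed 0 genes with DESeq2's size factors, total counts, either filter, halved counts and an adjusted p under 0.10, as did limma-voom; DESeq2's Wald test passed 42, and leaving out 1 library gave 0 to 1184 genes (0 without WT 1 or WT 2, 363 without clone 4, 1184 without clone 5, where the lone library is assumed to vary like the WT pair). For the genes named, 0 passed except 28 with DESeq2 and 0 to 69 with 1 library left out. Without a filter, calls moved from 1502 to 366 for clone 4, from 461 to 29 for clone 5 and from 1723 to 496 between clones, and DESeq2 gave 955, 298 and 1139; with total counts only, the split was 989 higher and 563 lower in WT for clone 4, and 263 and 190 for clone 5. Without chromosome 16 and chromosome 1 from 180 Mb the counts were 1151, 430 and 1289. Scaling and filters kept camera's call for the joined mitochondrial lists, the respiratory chain and complex I. An estimated correlation ended it (adjusted p = 0.531 each) at unmoved medians of 0.076, 0.12 and 0.12. Hardly any list can pass that test at 2 residual degrees of freedom, so it decides nothing. The test fry, which sets a list against no change and not against other genes, did not pass (0.275, 0.314 and 0.314). With 1 library left out the medians ran from 0.042 to 0.087, from 0.065 to 0.17 and from 0.046 to 0.17, and the call ended without WT 1 or without clone 5 for each. The other lists past camera numbered 6 of 18, 0 with an estimated correlation or fry, and 2 to 6 with 1 library left out. The odds ratio of the top against the bottom 2000 kept its side under every alternative, from 3.16 to 11.1; the enrichment score ran from 1.19 (without clone 5, call ended) to 1.98 with 1 library left out, and to 2.11 centred. NOCT reversed to 0.39 without clone 4 (adjusted p = 0.24 from edgeR) and passed without clone 5 (-0.53, adjusted p = 0.0405), the other alternatives giving adjusted p from 0.982 to 1. Single genes that reversed with 1 library left out were PDE12 (0.028 without WT 1, range -0.12 to 0.028), NADK (-0.061 without WT 1 and -0.033 without clone 4, range -0.061 to 0.069), HDDC3 (0.0064 without clone 5, range -0.46 to 0.0064), OAS1 (0.74 without clone 4, range -0.95 to 0.74) and COX4I1 (-0.14 without clone 4, range -0.14 to 0.38). For the single genes, 413 values kept direction and side, 61 passed only under an alternative and 6 reversed; apart from the fewer libraries, the cause was not tested. Depth was 36873556 to 41963070 counts, and how far it limits genes of low count was not tested.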

Other observations

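The genes given here were picked among those named by rule after their values were seen, and no explanation was tested. In cholesterol and fatty acid synthesis, 27 of 33 tested genes were higher in WT: SCD, which desaturates fatty acids, had a log2 fold change of 0.55 (standard error 0.11), FADS2 0.45 (standard error 0.11) and IDI1 of the isoprenoid pathway 0.45 (standard error 0.10), none past edgeR's threshold (adjusted p = 0.971 from edgeR each), while DESeq2 passed SCD (adjusted p = 0.0253). Between WT 1 and WT 2 this list moved the other way, by -0.10. Of 24 p53 targets 17 were lower in WT, though the median for WT over clone 4 was positive, with the cell cycle inhibitor CDKN1A at -0.71 (standard error 0.17) and the death receptor TNFRSF10B at -0.37 (standard error 0.10); DESeq2 passed CDKN1A (adjusted p = 0.049). Of 25 genes of the ATF4 stress response 21 were lower in WT (median -0.12, camera adjusted p = 0.0214, 0.708 with an estimated correlation), with TRIB3 at -0.42 (standard error 0.18; -0.65 without clone 4 and -0.16 without clone 5), but the median was -0.12 for WT 1 over WT 2 as well, and by clone it was 0.14 for WT over clone 4 and -0.39 for WT over clone 5. Liver-type genes had 14 of 24 higher in WT, with 7 called higher and 4 lower in WT against clone 4, and HNF4A, a transcription factor of hepatocytes, had 0.52 (standard error 0.12). Adjusted over the list alone, 2 of the liver-type genes and 1 of the mesenchymal and matrix genes passed; both lists were written after part of the paper's fold table had been seen.

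Lists that did not pass camera were NRF2 and redox genes (median -0.032 over 29 genes, adjusted p = 0.707), the circadian clock (-0.099 over 20 genes, 0.487), deadenylases (-0.045 over 23 genes, 0.366), glycolysis (-0.025 over 20 genes, 0.277), interferon-stimulated genes (-0.15 over 26 genes, 0.148), the cell cycle (0.016 over 36 genes, 0.64), the proteasome (0.054 over 31 genes, 0.426), alveolar and airway genes (-0.14 over 9 genes, 0.227), leukocyte markers (median 0.055 and mean -0.056 over 3 genes, 0.707) and markers of HEK293T, the packaging line (0.056 over 4 genes, 0.783). With total counts only, the median of all genes moved from -0.00027 to 0.045, about as far as NRF2, deadenylase and glycolysis genes lay from 0, so no direction is given for these. CLOCK had a log2 fold change of -0.28 (standard error 0.17), which came from clone 4: it was -0.048 without clone 4 and -0.49 without clone 5 (adjusted p = 0.0309 from edgeR). Among other genes the paper names, log2 fold changes were -0.046 for PDE12, -0.17 for CNOT6L, 0.16 for MRPL9, 0.36 for SOD1, -0.11 for SOD2, -0.33 for OAS1 and 0.10 for COX4I1, none past the threshold (adjusted p from 0.971 to 0.99 from edgeR). Leaving out WT 1 or WT 2 moved CNOT6L to -0.29 and -0.056, SOD1 to 0.23 and 0.48, SOD2 to -0.16 and -0.058 and MRPL9 to 0.10 and 0.21. Without clone 4, OAS1 turned to 0.74 and COX4I1 to -0.14, while SOD2 moved to -0.027 and MRPL9 to 0.098. Without clone 5, OAS1 had -0.95, COX4I1 0.38, SOD2 -0.19 and MRPL9 0.21. PDE12 turned to 0.028 without WT 1. COX4I1 lies on chromosome 16 and had a log2 WT over clone 4 of 0.39 (adjusted p = 0.0237 from edgeR). GAPDH stood at 14878 CPM in WT 1, 5494.5 CPM in WT 2, 17222 CPM in clone 4 and 20011 CPM in clone 5, so WT 2 stands apart for this gene, which was picked after its values were seen.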
